A study of Mus musculus with 6 samples.

How the data were processed

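Libraries of 6 mouse mammary tumours, 3 of the line MM001i and 3 of MM008i, were sequenced with the 10x Genomics Chromium system, per the labels' protocols. The deposited values are raw UMI counts per gene and cell barcode, made by the authors with Cell Ranger 8.0.1, per the file headers. The genome build, the annotation and any further filter of the authors are stated in neither the labels nor the file headers. Every barcode had at least 500 UMIs, and the 32285 genes were the same in all 6 libraries. Gene symbols and Ensembl identifiers were taken from the deposited feature lists. The gencode vM21 annotation was used only to find genes of the X chromosome, by gene identifier, and 99.85% of the identifiers matched. No coordinates are given.

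Barcodes with fewer than 300 genes (13086) and other barcodes with 20% or more mitochondrial UMIs (975) were removed, which left 100609. Doublets were scored per library with Scrublet as implemented in scanpy 1.11.5. Its automatic threshold called 0% to 1.21% of barcodes, so the barcodes of highest score were removed at a rate fixed before the data were examined, 0.4% per 1000 barcodes. This took out 7898 barcodes (5.71% to 8.86% per library) and left 92711 cells. Counts were scaled to 10000 UMIs per cell and log-transformed. Then 2000 variable genes, 50 principal components, 15 neighbours and Leiden clustering at a resolution of 1.0 were used, without integration across libraries (Python 3.11.15, anndata 0.12.19, igraph 0.11.9).

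The cell type markers were fixed before the data were examined, while the rules that apply them were set after the clusters had been seen. Clusters were split into immune and non-immune at the largest gap in their mean level of 6 immune markers. A cluster took the class whose markers had the highest mean log2 fold change over the other clusters (pseudocount of 10 CPM), if that was at least 1.0 and at least 3 markers were detected in 10% of its cells. A cluster with a median UMI count under 0.333 of its libraries' medians and no marker among its top 10 genes stayed unnamed. Clusters of low UMI counts that stayed unnamed held 33562 cells (36.2%). No cluster was named epithelial-like at a resolution of 1.0 (at 2.0, a cluster of 233 cells was), so the comparison planned for them used the fallback written before the data were examined, the non-immune cells outside named stromal clusters. T-like and NK-like cells were clustered again on 30 components. Their subsets were named by relative detection of the subset's markers (at least 0.5, and 0.1 above the next subset), with ILC2-like excluded where most cells had Cd3e. This rule too was set after the clusters had been seen.

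Shares of cells were compared with two-sided exact permutation tests of the difference in group means over the 6 tumours (scipy 1.17.1), with Benjamini-Hochberg adjustment within each family (statsmodels 0.14.6). The smallest p such a test can give with 3 tumours against 3 is 0.1. Confidence intervals of shares in single tumours are 95% Wilson intervals and cover counting error only. For the tests, UMI counts were summed per tumour over all cells and in the non-immune unnamed, macrophage/monocyte-like, neutrophil-like, T-like and fibroblast-like cells. Each of these classes had at least 20 cells in every tumour, the minimum set. Dendritic-like, NK-like and endothelial-like cells also met this minimum but were not tested for expression. The sums were tested with the quasi-likelihood test of edgeR 4.0.16 (R 4.3.3), with TMM normalisation, filterByExpr and no block, and genes were called at a Benjamini-Hochberg adjusted p under 0.05. Group levels are TMM-normalised CPM with the SD over 3 tumours, except that levels of Trp53, Epcam, Krt8 and Vim per class are CPM of the raw sums. Gene sets were tested with camera of limma 3.58.1 at a preset correlation of 0.01 on log2 CPM with a prior count of 2. The main test, the gene sets, the cytokine list and the rule for naming genes were fixed before the data were examined. That rule names, per fit and direction, the 5 genes of largest log2 fold change among those called, with non-overlapping groups (which chance gives for 10% of genes), a mean log2 CPM of at least 5 and, in immune and fibroblast classes, a CPM of at least 20% of the whole-tumour CPM in the line with the higher level. Cell type markers, Xist, unnamed gene models, antigen receptor segments and mitochondrial genes were left out of the naming. Of the genes that met the rule, 2 are not reported here.

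The edgeR step was tested on simulated data for each class, with counts drawn from the real means and library sizes and 200 genes changed by a log2 fold change of 2. It recovered 70.5% of the changed genes in the whole-tumour sums (19177 genes), 88% in the non-immune unnamed cells (17264), 94.5% in the macrophage/monocyte-like cells (13591), 94% in the neutrophil-like cells (3336), 89% in the T-like cells (11350) and 71.5% in the fibroblast-like cells (9390). Between 2.59% and 10.2% of its calls were false.

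The alternatives were DESeq2 size factors, the DESeq2 1.42.0 Wald test, no filter on low counts, the replicate number as a block, leaving out each tumour in turn, no doublet removal, a doublet rate of 0.8% per 1000 barcodes, at least 1000 UMIs per cell, under 10% mitochondrial UMIs, equal cells and UMIs per tumour, Leiden resolution 2.0, assignment of cells by marker score, edgeR on cell counts, fry, camera with estimated correlation, and genes under 20% of the whole-tumour CPM left out. Cell types were not taken from the authors, so any difference from the study's own cell types may come from the rebuilt names. Free RNA was not subtracted from the counts. Dendritic-like, NK-like and endothelial-like cells were compared by share only.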

Results

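Droplet-based single-cell RNA-seq (10x Genomics Chromium) was performed on 6 untreated mouse mammary tumours, 3 grown from each of the mammary tumour cell lines MM001i and MM008i after injection into the mammary fat pad. The series is described as one of triple-negative breast cancer models that differ in their response to immunotherapy. Which line responds is not stated in the labels, so the comparisons ask how the cells and their expression differ between tumours of both lines before treatment. The replicate is the tumour. The MM001i tumours 1, 2 and 3 had 16084, 22140 and 19642 barcodes with 188125300, 228880472 and 191570798 UMIs (unique molecular identifiers, each counting 1 transcript). The MM008i tumours 1, 2 and 3 had 20690, 21820 and 14294 barcodes with 161376268, 172321940 and 192051893 UMIs. After filtering, 92711 cells of 114670 barcodes remained. The median number of UMIs per cell was 8531, 5370 and 7120 in the MM001i tumours and 3494.5, 3525 and 9273.5 in the MM008i tumours.

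The labels give the genotype p53fl/- for every tumour, so Trp53 (ENSMUSG00000059552) is given first. In the non-immune unnamed cells, a set of clusters with neither immune nor named stromal markers, Trp53 stood at 14.4 ± 1.20 CPM (UMI counts scaled by the total of each sum) in MM001i and 11.9 ± 0.495 CPM in MM008i (SD, n = 3 each). These values rest on 1202 to 2307 UMIs of Trp53 per tumour. In macrophage/monocyte-like cells Trp53 stood at 74.2 ± 5.70 CPM in MM001i and 61.5 ± 3.27 CPM in MM008i. In T-like cells it stood at 98.0 ± 13.4 and 112 ± 12.2 CPM, and in fibroblast-like cells at 71.8 ± 0.541 and 66.3 ± 6.06 CPM. Neutrophil-like cells held only 2 to 11 UMIs of Trp53 per tumour, for 12.4 ± 3.23 and 17.9 ± 13.9 CPM. Between the lines, edgeR gave a log2 fold change (MM008i over MM001i, as for every fold change that follows) of -0.45 (SE 0.08, adjusted p 0.00274) for Trp53 in the non-immune unnamed cells, where its CPM was 54.7% of the whole-tumour value. Over DESeq2 size factors, the DESeq2 Wald test, the replicate number as a block and leaving out each tumour, that fold change ranged from -0.49 to -0.40. In the sums over all cells, Trp53 had a log2 fold change of 0.04 (SE 0.20, adjusted p 0.891), which changed sign when single tumours were left out, from -0.09 to 0.27.

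**Figure D1:**
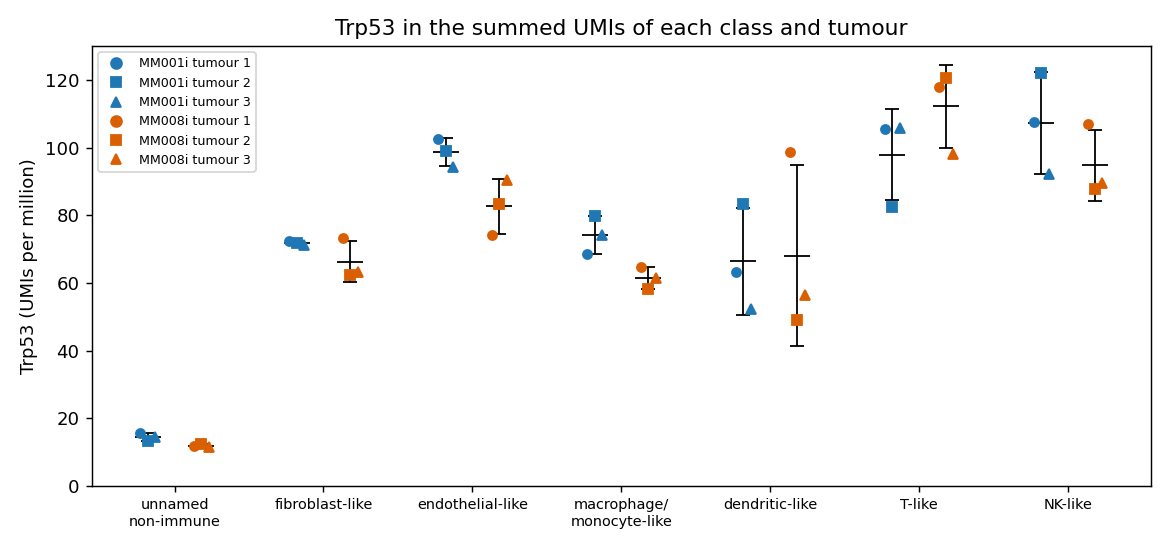
Trp53 in CPM (vertical axis) in sums over cells of each class, with 1 point per tumour and a black bar for the mean ± SD of 3 tumours per line. Neutrophil-like and unnamed immune cells are not drawn. The non-immune unnamed cells of the 6 tumours lie between 11.6 and 15.7 CPM, and the macrophage/monocyte-like cells between 58.3 and 79.9 CPM.

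Clustering gave 22 clusters. By markers fixed before the data were examined, they were named macrophage/monocyte-like, T-like, NK-like, dendritic-like, neutrophil-like, endothelial-like or fibroblast-like, or were left unnamed. No cluster met the criteria for epithelial-like, pericyte-like, B-like, plasma cell-like, plasmacytoid dendritic-like, mast/basophil-like, Schwann-like, adipocyte-like or muscle-like cells. The non-immune unnamed cells made up 69.2% ± 20.6 of cells in MM001i and 57.4% ± 4.74 in MM008i (SD, n = 3 each). Epcam stood at 0.814 to 1.23 CPM per tumour in them, Krt8 at 0.272 ± 0.213 and 0.102 ± 0.120 CPM, and Vim at 4369 ± 956 and 5082 ± 367 CPM. Because no cluster was named epithelial-like at the resolution used, these cells took the place of the epithelial-like class in the comparisons. At the alternative resolution of 2.0, a cluster of 233 cells led by Krt14, Krtdap and Krt1 was named epithelial-like, of which 221 were in the fibroblast-like class, and a cluster of 86 cells was named B-like, of which 85 were in the dendritic-like class. The non-immune unnamed cells include a cluster of 12257 cells with low UMI counts that was led by haemoglobin genes. It held 1.07% to 12.7% of the non-immune unnamed cells of the MM001i tumours and 35.9% to 48.1% of those of the MM008i tumours, but 0.113% to 7.60% of their UMIs. The unnamed immune cells, in a cluster of 8083 cells with low UMI counts and one of 2158 cells that met no class's criteria, made up 5.43% ± 3.72 of cells in MM001i and 15.9% ± 6.47 in MM008i. The fibroblast-like cluster was also led by the keratinocyte genes Krt14, Krtdap and Krt1 and held Epcam at 17.1 to 685 CPM per tumour, so it mixes cell types. Satb1, Lef1 and Igkc were among the leading genes of the NK-like cluster.

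Whether the immune infiltrate differed was tested on the share of immune cells per tumour. It was 29.8% ± 20.5 in MM001i and 41.4% ± 5.29 in MM008i (SD, n = 3 each), with p 0.4 in a two-sided exact permutation test. With 3 tumours against 3 the smallest p such a test can give is 0.1, and with 2 against 3 it is 0.2, so none of the share tests can reach 0.05. Counting error was small against the differences between tumours. The immune share was 53.3% (95% Wilson interval 52.5 to 54.2) in MM001i tumour 1, 16.0% (15.5 to 16.6) in tumour 2 and between 19.4% and 20.7% by the interval of tumour 3. Leaving out MM001i tumour 1 moved the difference most, from 11.6 to 23.4 percentage points, and without MM001i tumour 2 it was 4.73 points and without MM001i tumour 3 it was 6.73 points. Assigning each cell by its highest marker score, without clusters, moved it almost as far and gave -0.0469 points. The denominator includes the low-UMI cluster led by haemoglobin genes. It held 757, 160 and 407 cells in the MM001i tumours and 3429, 4732 and 2772 in the MM008i tumours. Counting these as non-immune cells lowers the immune share more in MM008i, and the share without this cluster alone was not computed. Of all cells, T-like cells were 3.45% ± 4.34 in MM001i and 8.51% ± 1.66 in MM008i (exact p 0.3, adjusted p 0.6 over 9 classes). Macrophage/monocyte-like cells were 17.2% ± 10.9 and 13.1% ± 1.97 (exact p 0.9, adjusted p 0.9), a difference that changed sign without MM001i tumour 1, to 2.12 points. Neutrophil-like cells were 1.61% ± 0.731 and 0.519% ± 0.248, with ranges that did not overlap (exact p 0.1, adjusted p 0.6), and the difference of -1.09 points was -0.668 points without MM001i tumour 2. The adjusted exact p of the other 6 classes was 0.6 or 0.9.

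Shares within the immune cells do not depend on how many non-immune cells were recovered. T-like cells were 8.72% ± 6.32 of immune cells in MM001i and 20.5% ± 2.29 in MM008i (SD, n = 3 each), higher in each MM008i tumour than in any MM001i tumour (exact p 0.1, adjusted p 0.15 over 6 classes). Neutrophil-like cells were 7.88% ± 6.75 and 1.29% ± 0.704 (exact p 0.1, adjusted p 0.15). The neutrophil difference of -6.59 points was -2.88 points without MM001i tumour 2, whose share was 15.3% (95% Wilson interval 14.03 to 16.67). Under edgeR on cell counts per class, the neutrophil difference had an adjusted p of 0.027 and a log2 fold change of -2.61, and the T-like difference an adjusted p of 0.0662 and a log2 fold change of 1.23. The adjusted p of these results under the other alternatives could not fall under 0.1, the smallest p of the exact tests. Macrophage/monocyte-like cells were 58.9% ± 3.45 and 32.3% ± 9.11 of immune cells (exact p 0.1, adjusted p 0.15). Unnamed immune cells were 18.2% ± 1.18 and 37.6% ± 12.4 (exact p 0.1, adjusted p 0.15). The macrophage difference depended on the unnamed immune cells. Counted as 1 class, a choice made after the data were seen, both together were 77.1% ± 4.24 and 69.9% ± 4.53 (exact p 0.2), and assignment by marker score reversed the macrophage difference to 5.53 points. NK-like cells were 4.39% ± 1.54 and 6.99% ± 1.62, and dendritic-like cells 1.87% ± 0.298 and 1.32% ± 0.588 (each exact p 0.2, adjusted p 0.2). The NK-like cluster held 1956 cells, against 605 in the NK-like subset described below and 595 in the NK-like cluster at a resolution of 2.0. The class thus includes cells that were not named NK-like in those clusterings.

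**Figure D2:**
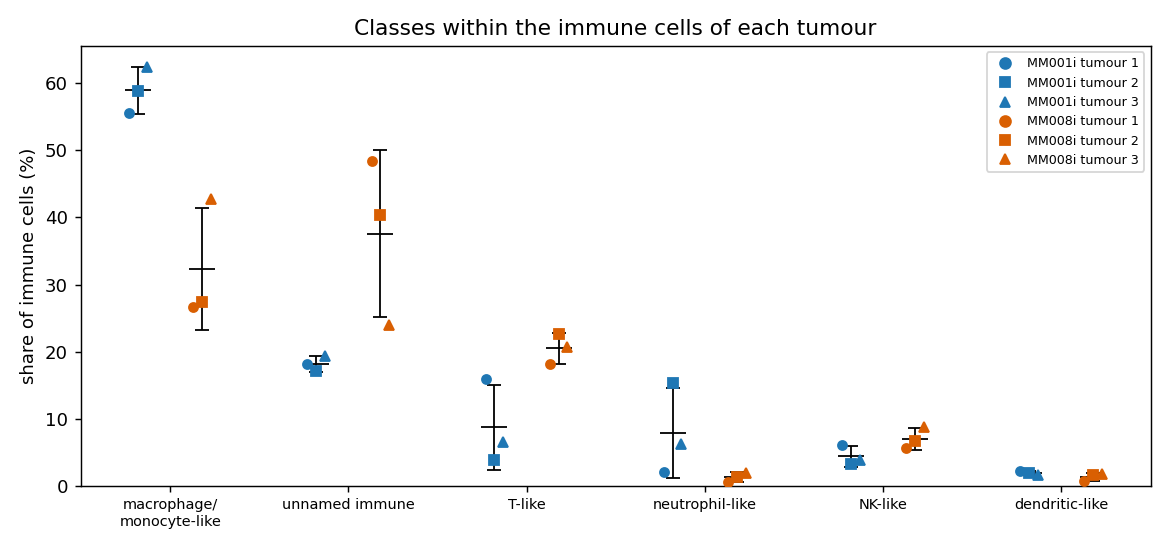
Share of immune cells in each immune class, in percent (vertical axis), with 1 point per tumour and a black bar for the mean ± SD of 3 tumours per line. T-like cells lie between 3.83% and 15.9% in MM001i and between 18.1% and 22.7% in MM008i.

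The T-like and NK-like cells were clustered again on their own to compare subsets. Their numbers were 1532, 202 and 306 in the MM001i tumours and 1724, 2483 and 1194 in the MM008i tumours. CD8 T-like cells were 49.1% ± 8.79 of them in MM001i and 62.3% ± 6.13 in MM008i (SD, n = 3 each), with an exact p of 0.2 and an adjusted p of 0.4 over 6 subsets. Regulatory T-like cells were 6.38% ± 0.892 and 3.79% ± 2.00 (exact p 0.2, adjusted p 0.4), and their difference of -2.59 points was -1.58 points without MM008i tumour 2. CD4 T-like cells were 7.39% ± 1.52 and 8.43% ± 1.94 (exact p 0.7), NK-like cells 10.8% ± 3.73 and 8.55% ± 2.20 (exact p 0.5), and gamma-delta T-like cells 1.20% ± 0.373 and 0.995% ± 1.02 (exact p 0.6), with an adjusted p of 0.7 each. The mean share of this NK-like subset was lower in MM008i, while that of the larger NK-like class among immune cells was higher. The denominators of these shares differ. The gamma-delta difference changed sign when MM001i tumour 1, MM008i tumour 1 or MM008i tumour 2 was left out, and was 0.0910 points without the last. Cells in unnamed clusters were 25.1% ± 4.22 and 15.9% ± 0.672 (exact p 0.1, adjusted p 0.4).

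Expression was compared on UMI counts summed per tumour, with 144665051 to 194027554 UMIs per tumour in the sums over all cells. There edgeR called 6170 of 19177 genes at an adjusted p under 0.05, 2769 of them higher and 3401 lower in MM008i. This count depended on single tumours. It was 10963 without MM001i tumour 1, 2905 without MM001i tumour 2, 2081 without MM001i tumour 3, 2176 without MM008i tumour 1, 3869 without MM008i tumour 2 and 3356 without MM008i tumour 3. DESeq2 called 7517. These sums mix the makeup of a tumour with the expression of its cells. The 5 genes with the largest increases under the naming rule were Thsd4 (ENSMUSG00000032289), Pcdh7, Slit2, Plcb4 and Aoc1, with log2 fold changes from 3.35 to 5.35. Among the largest decreases were those of Cftr (ENSMUSG00000041301), Ngfr, Prkg2 and Csmd1, from -8.66 to -5.15. Thsd4 rose from 2.26 ± 1.01 to 92.0 ± 12.6 CPM (SD, n = 3 each, SE of the log2 fold change 0.35, adjusted p 0.00132), and Cftr went from 72.6 ± 25.9 to 0.174 ± 0.243 CPM (SE 1.04, adjusted p 0.00400).

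In the non-immune unnamed cells, with 98260385 to 173381452 UMIs per tumour, edgeR called 9714 of 17264 genes, 4802 higher and 4912 lower in MM008i. The count was 7747 to 10953 with single tumours left out, 9683 under DESeq2, and 9709 without the unnamed clusters of low UMI counts, an alternative chosen after the data were seen. The largest increases were in Pcdh7 (ENSMUSG00000029108), Thsd4, Slc26a7, Cd74 and H2-DMb1. Pcdh7 rose from 2.77 ± 2.37 to 156 ± 32.6 CPM (log2 fold change 5.84, SE 0.77, adjusted p 0.000761). Cd74 (ENSMUSG00000024610), the invariant chain of MHC class II, rose from 34.0 ± 33.8 to 832 ± 293 CPM (log2 fold change 4.61, SE 0.78, adjusted p 0.00218), and H2-DMb1 (ENSMUSG00000079547) from 3.88 ± 4.11 to 91.3 ± 15.5 CPM (log2 fold change 4.58, SE 0.80, adjusted p 0.00246). Without MM001i tumour 1 the log2 fold changes of Pcdh7, Thsd4, Cd74 and H2-DMb1 were 6.66, 6.39, 5.79 and 5.88. The Cd74 level in MM008i was 32.5% of that in the whole tumours, in which immune cells express the gene. The largest decreases were in Serpine2 (ENSMUSG00000026249), Cftr, Hspg2, Fbln2 and Lgals7. Serpine2 went from 133 ± 32.0 to 0.329 ± 0.220 CPM (log2 fold change -8.62, SE 0.43, adjusted p 1.69e-05), and Lgals7 (ENSMUSG00000053522) from 576 ± 141 to 3.41 ± 2.53 CPM (log2 fold change -7.39, SE 0.62, adjusted p 0.000133). Without MM008i tumour 3, whose levels of these genes were the highest of the line, the log2 fold changes of Cftr, Serpine2 and Lgals7 were -11.38, -9.36 and -8.16.

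In the macrophage/monocyte-like cells, with 16688450 to 49314952 UMIs per tumour, edgeR called 244 of 13591 genes, 116 higher and 128 lower in MM008i, with 3126 genes at an unadjusted p below 0.05. This count rested on single tumours. It was 1888 without MM001i tumour 1, 1 without MM001i tumour 2, 11 without MM001i tumour 3, 1 without MM008i tumour 1 and 16 without MM008i tumour 3. Without MM008i tumour 2 edgeR called 0 genes, with 2719 at an unadjusted p below 0.05, and other tools were not run on that subset. With all 6 tumours DESeq2 called 1196, of which 59.6% were higher in MM008i against 47.5% under edgeR. Ccl24 (ENSMUSG00000004814), Dnase1l3, C4b and Il10 were among the genes with the largest increases, and Spp1 (ENSMUSG00000029304), Ifitm1, Pdpn, Mt2 and Lgals1 had the largest decreases. Ccl24 rose from 8.72 ± 5.29 to 64.8 ± 4.66 CPM (log2 fold change 2.87, SE 0.44, adjusted p 0.0368). Spp1 went from 740 ± 370 to 66.2 ± 12.9 CPM (log2 fold change -3.48, SE 0.43, adjusted p 0.0309), at 74.6% of its whole-tumour CPM. The levels of Mt2 and Lgals1 were 22.9% and 25.6% of the whole-tumour CPM, so RNA from other cells can contribute to them. Each of these genes kept its direction, and each was past the threshold in some but not all of the alternatives.

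In the neutrophil-like cells, with 88507 to 742578 UMIs per tumour, edgeR called 39 of 3336 genes, 24 higher and 15 lower in MM008i, with 439 at an unadjusted p below 0.05. DESeq2 called 68. The count was 264 without MM001i tumour 1, 5 without MM001i tumour 2, 7 without MM001i tumour 3, 6 without MM008i tumour 1, 13 without MM008i tumour 2 and 1 without MM008i tumour 3. With the cells and UMIs of every tumour drawn to the same number, edgeR called 0 genes, with 132 at an unadjusted p below 0.05, and DESeq2 was not run on that draw. Gbp4 (ENSMUSG00000079363), Gbp9, Rasgef1b, Man1a and Ly6a had the largest increases, and P2rx7, Cxcl3 (ENSMUSG00000029379), Pfkfb3, Ero1l and Tnfaip6 the largest decreases. Gbp4 rose from 8.74 ± 6.27 to 82.7 ± 16.0 CPM (log2 fold change 3.52, SE 0.57, adjusted p 0.0167), with a log2 fold change of 2.68 without MM001i tumour 2. Cxcl3 went from 1589 ± 394 to 273 ± 88.9 CPM (log2 fold change -2.57, SE 0.30, adjusted p 0.00237). P2rx7 had no UMI in MM008i tumours 1 and 3, and its log2 fold change of -3.54 ranged from -8.08 to -2.73 over the alternatives. The level of Ly6a was 28.0% of its whole-tumour CPM.

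In the T-like cells, with 496949 to 13408445 UMIs per tumour, edgeR called 28 of 11350 genes, 6 higher and 22 lower in MM008i, with 1543 at an unadjusted p below 0.05. DESeq2 called 172. The count was 16 without MM001i tumour 1, 5 without MM001i tumour 2, 12 without MM008i tumour 1 and 67 without MM008i tumour 3. Without MM001i tumour 3 edgeR called 0 genes, with 1106 at an unadjusted p below 0.05, and other tools were not run on that subset. Zgrf1 (ENSMUSG00000051278) was the only gene higher in MM008i that met the naming rule, from 29.1 ± 6.39 to 61.9 ± 3.45 CPM (log2 fold change 0.95, SE 0.15, adjusted p 0.0396). Spp1, Styk1, Myo10, Abhd18 and Dlg2 had the largest decreases. Spp1 went from 211 ± 65.9 to 58.4 ± 1.44 CPM (log2 fold change -1.88, SE 0.18, adjusted p 0.00742), at 20.6% of its whole-tumour CPM. It was also lower in the macrophage/monocyte-like cells of MM008i, and RNA from these can contribute to its level in T-like cells. Styk1 and Myo10 were among the leading genes of a T-like sub-cluster of 595 cells that came mostly from MM001i tumour 1.

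In the fibroblast-like cells, with 817509 to 2529090 UMIs per tumour, edgeR called 0 of 9390 genes, with 978 at an unadjusted p below 0.05, and DESeq2 called 114. These sums include keratin-rich cells. In the fibroblast-like cluster at a resolution of 2.0, an alternative chosen after the data were seen, edgeR also called 0 genes, with 994 at an unadjusted p below 0.05, and DESeq2 was not run on it. On simulated data with the same numbers of tumours and counts, edgeR recovered 71.5% of the genes changed by a log2 fold change of 2 in the fibroblast-like sums.

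Whether known programmes differed was tested with camera on 10 gene sets fixed before the data were examined, giving 11 pairs of set and cell class. At a preset correlation between genes of 0.01, 7 pairs had an adjusted p under 0.05. In the non-immune unnamed cells of MM008i the interferon response set was higher (mean log2 fold change 1.32, adjusted p 0.000271, 24 of 24 genes higher), as were the genes of MHC class I and antigen processing (1.01, adjusted p 0.00183, 15 of 16 higher). Proliferation (-0.47, adjusted p 0.00177, 1 of 23 higher) and hypoxia and glycolysis (-0.87, adjusted p 0.0328, 4 of 15 higher) were lower. The epithelial-mesenchymal transition set was not called (-0.76, adjusted p 0.076, 9 of 21 higher). In the macrophage/monocyte-like cells the MHC class II set (0.68, adjusted p 8.07e-06, 11 of 11 higher) and the interferon response set (0.46, adjusted p 0.000151, 22 of 24 higher) were higher in MM008i. With all 6 tumours edgeR called 0 single genes of either, with 9 of the MHC class II set and 8 of the interferon set at an unadjusted p below 0.05, while DESeq2 called 8 and 5. Without MM001i tumour 1 edgeR called 8 and 11. In the same cells the set of suppressive macrophage genes was not called (-0.19, adjusted p 0.402). In the T-like cells the dysfunction set was lower in MM008i (-0.14, adjusted p 0.0223, 5 of 14 higher), and cytotoxicity (-0.38, adjusted p 0.076) and naive and memory genes (-0.25, adjusted p 0.076) were not called. The mean, the median and the direction of the test had the same sign in all 11 pairs. The alternative that moved these calls most estimated the correlation between genes from the data and called 0 of the 11 pairs, with adjusted p from 0.419 to 0.441. Under fry, 6 pairs were called. They included 4 of the 7, namely MHC class I and antigen processing (adjusted p 0.0452), interferon response in the non-immune unnamed cells (0.0482), hypoxia and glycolysis (0.0259) and MHC class II (0.0452), beside the epithelial-mesenchymal transition set (0.0034) and naive and memory genes (0.0482). The dysfunction call was lost without MM001i tumour 2 (adjusted p 0.141), MM001i tumour 3 (0.0504) or MM008i tumour 2 (0.0899), and the hypoxia call without MM008i tumour 2 (0.0822). Over the alternatives run on gene sets, the adjusted p of dysfunction ranged from 0.0106 to 0.419. That of hypoxia and glycolysis ranged from 0.0123 to 0.427. These alternatives were fry, estimated correlation, DESeq2 size factors, the replicate block and leaving out each tumour, without other cell filters or cell names. The mean log2 fold change of dysfunction was -0.25 without MM001i tumour 1 and -0.08 without MM001i tumour 2. That of interferon response in the macrophage/monocyte-like cells was 0.65 without MM001i tumour 1 and 0.30 without MM008i tumour 2. Cytotoxicity was called without MM008i tumour 2 (adjusted p 0.0376, range 0.0376 to 0.419), and without MM008i tumour 3 the epithelial-mesenchymal transition set (0.0408, range 0.0034 to 0.427) and naive and memory genes (0.0408, range 0.0408 to 0.419) were called.

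A list of 28 cytokine, chemokine and checkpoint genes was examined in the non-immune unnamed cells, where 27 had enough counts to be tested and Cxcl5 did not. Of these, 17 were called over all genes and 17 adjusted over the list alone, 9 higher and 8 lower in MM008i. Over the alternatives of tool, low-count filter, block and left-out tumour, the range was 14 to 20 genes over all genes. Alternatives of cell filtering are not part of the ranges given for the list. Among the higher genes, Cd274 (ENSMUSG00000016496), which encodes PD-L1, rose from 13.5 ± 12.3 to 112 ± 30.2 CPM (SD, n = 3 each, log2 fold change 3.06, SE 0.61, adjusted p 0.00427). It stood at 27.7 CPM in MM001i tumour 1 against 6.27 and 6.51 CPM in tumours 2 and 3, and without tumour 1 its log2 fold change was 4.12. Lif rose by a log2 fold change of 1.42, Pvr by 0.94, Cxcl16 by 0.86, Tslp by 2.12, Il6 by 2.33 and Cxcl10 by 0.99. Without MM001i tumour 1 the log2 fold change of Il6 was 3.15 and without MM008i tumour 3 it was 1.72. The call of Cxcl10 (adjusted p 0.0497) was lost under DESeq2 and when any tumour but MM001i tumour 1 was left out, with adjusted p up to 0.152. Cxcl9 rose by 2.04, and by 3.01 without MM001i tumour 1, at 7.87% of its whole-tumour CPM. Among the lower genes, Ptgs2 (ENSMUSG00000032487) went from 33.8 ± 3.17 to 2.37 ± 1.03 CPM (log2 fold change -3.84, SE 0.33, adjusted p 0.000144). Tgfb1 had a log2 fold change of -0.74, Cd47 of -0.53, Il34 of -0.46, Ccl2 of -1.56 and Ccl7 of -1.62. The Ccl7 level was 8.81% of its whole-tumour CPM. Ccl2 stood at 80.0 CPM in MM001i tumour 1 against 26.4 and 26.9 CPM in tumours 2 and 3. The log2 fold change of Ccl2 was -0.84 without MM001i tumour 1. Its call was lost without MM008i tumour 1 or 3 and with the replicate number as a block. Its adjusted p ranged from 0.0115 to 0.0924 over the alternatives. The call of Il34 was lost without MM001i tumour 2 or 3 or MM008i tumour 1 or 3, with adjusted p up to 0.0939. Csf3, Il33 and Lcn2 were called at group means of 1.24 CPM or less. The log2 fold change of Lcn2 fell from 2.46 to 1.10 without MM008i tumour 2, and its call was lost there and without any single MM001i tumour, with adjusted p from 0.00140 to 0.096 over the alternatives. Csf2 had a log2 fold change of 1.86 without MM001i tumour 1 against -0.00 with all tumours, and Ccl20 one of 2.85 against 0.98.

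**Figure D3:**
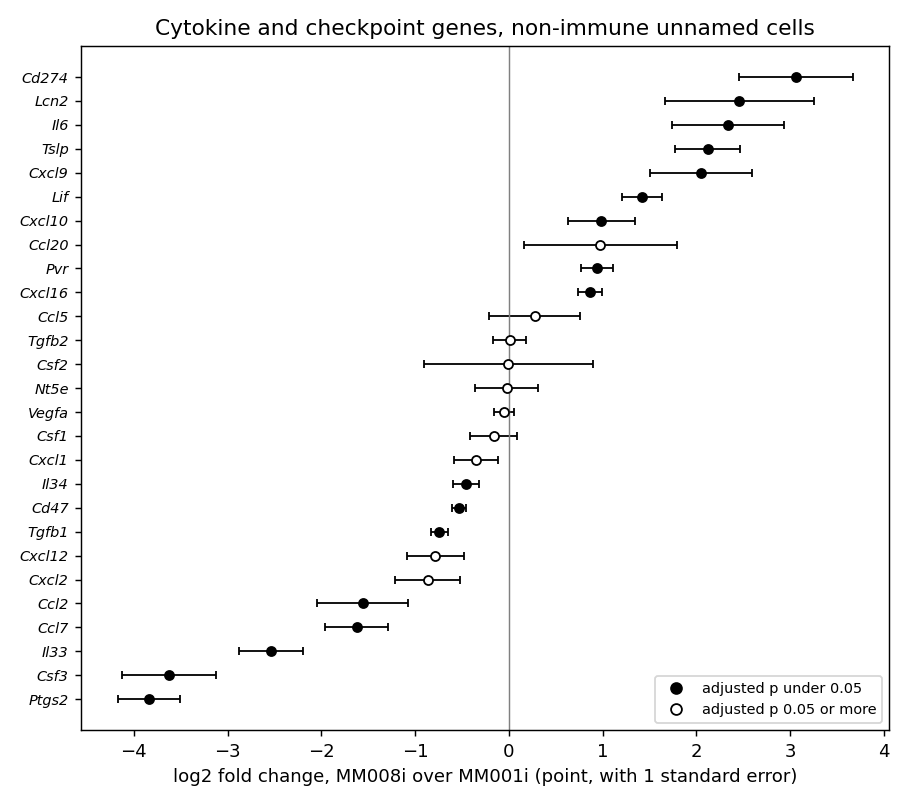
Log2 fold change (MM008i over MM001i, horizontal axis) of the 27 tested cytokine, chemokine and checkpoint genes in the non-immune unnamed cells, with bars of 1 SE from edgeR. Filled points are the 17 genes with an adjusted p under 0.05, and the values run from -3.84 for Ptgs2 to 3.06 for Cd274.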

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

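The test of haemoglobin spread evenly over all barcodes was chosen after the result was seen, and the test of red blood cells before. The barcodes left out for having fewer than 300 genes are not used in any comparison, and they held a signal above the level in the barcodes kept. Haemoglobin genes made up 22.5%, 22.0% and 21.1% of the UMIs in these barcodes in MM001i tumours 1, 2 and 3, and 14.7%, 55.5% and 21.3% in MM008i tumours 1, 2 and 3. In the barcodes kept they made up between 0.0124% and 0.160%, although a cluster of low UMI counts among these was led by haemoglobin genes, at 0.215% to 7.12% of its UMIs per tumour. Free RNA spread evenly would give barcodes like counts, and so a larger share at lower depth. The lowest fold between the shares of both kinds of barcode over the tumours was 346, without correction for depth. Barcodes made up mostly of haemoglobin, between 84 and 485 per tumour, held at least 93.9% of the haemoglobin UMIs left out, as red blood cells would. In the other barcodes left out the median haemoglobin share was 0% in every tumour, so haemoglobin was not spread evenly. Red blood cells in the cell suspensions are therefore a likely source, and why MM008i tumour 2 had the highest share was not tested. No biological explanation was tested.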

How the results depend on the processing

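Chosen after seeing the data were counting unnamed immune cells as macrophages, leaving out low-UMI unnamed clusters and the fibroblast-like cluster at Leiden resolution 2.0. All alternatives fixed beforehand were run, though not on every result. Those of cell filtering and cell naming are not among the values for gene sets, listed genes and Trp53. Values are MM008i minus MM001i in percentage points for shares and log2 fold changes for genes, and the cause of the changes was not tested.

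Of 320 values of shares, 298 kept their direction and side of the threshold, 21 changed direction and 1 passed the threshold. Assignment by marker score changed the direction of the immune share (-0.0469), of NK-like (-0.366), endothelial-like (0.200), fibroblast-like (-2.15), macrophage/monocyte-like (1.22) and non-immune unnamed cells (3.96) of all cells, and of NK-like (-1.35) and macrophage/monocyte-like cells (5.53) of immune cells. A doublet rate of 0.8% did so for endothelial-like (0.0325), fibroblast-like (-0.0329) and gamma-delta T-like cells (0.0047). At least 1000 UMIs did so for endothelial-like cells (0.0376), leaving out low-UMI unnamed clusters for dendritic-like cells (0.0254), counting unnamed immune cells in for macrophage/monocyte-like cells of all cells (6.38), and Leiden resolution 2.0 for CD4 T-like cells (-1.21). Under edgeR on cell counts the neutrophil-like share of immune cells passed the threshold (log2 fold change -2.61). Without single tumours the shares ranged from -0.204 to 0.230 for dendritic-like and from -7.99 to 2.12 for macrophage/monocyte-like cells of all cells, and from -0.796 to 0.0910 for gamma-delta T-like cells.

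Of 97 counts of genes, 43 moved by more than 1.5 times. DESeq2 gave 1196 in macrophage/monocyte-like, 68 in neutrophil-like, 172 in T-like and 114 in fibroblast-like cells. Without a filter on low counts edgeR gave 634, 165, 603 and 2, and without doublet removal 521, 17, 13 and 2. Equal cells and UMIs gave 46 in T-like cells and 0 in neutrophil-like cells (edgeR, 132 at an unadjusted p below 0.05, no other tool run). Leaving out genes under 20% of the whole-tumour CPM gave 114 in macrophage/monocyte-like cells. Without single tumours the counts ranged from 2081 to 10963 in whole tumours, 0 to 1888 in macrophage/monocyte-like, 1 to 264 in neutrophil-like, 0 to 67 in T-like and 0 to 1 in fibroblast-like cells. The lowest counts of 0 were by edgeR alone, with 2719 genes at an unadjusted p below 0.05 in macrophage/monocyte-like cells without MM008i tumour 2 and 1106 in T-like cells without MM001i tumour 3.

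The labels state no pairing of the tumours by replicate number. Deviations of like-numbered tumours from their group correlated at -0.22 to 0.26. Unlike-numbered tumours were not compared, so a pairing is not excluded by this. With the number as a block edgeR gave 3887 genes in whole tumours, 78 in neutrophil-like and 166 in T-like cells. In macrophage/monocyte-like cells it gave 0, with 2684 at an unadjusted p below 0.05 and no other tool run. Csf2 had a log2 fold change of 0.65 under the block, and the call of Ccl2 was lost.

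Of 110 values of gene sets, 91 were unchanged, 14 lost their call, 5 gained one and none changed direction. Camera with estimated correlation called 0 of 11, against 7 with the preset correlation and 6 by fry. Of 270 values of listed genes, 231 were unchanged, 17 lost their call, 6 gained one and 16 changed direction. Tgfb2 did so without a filter on low counts (-0.0154). Without single tumours, Nt5e ranged from -0.35 to 0.18, Ccl5 from -0.22 to 0.72, Csf1 from -0.35 to 0.22, Csf2 from -0.52 to 1.86, Tgfb2 from -0.14 to 0.22, Vegfa from -0.14 to 0.0435, and Trp53 in whole tumours from -0.0944 to 0.27. The 10 genes that met the naming rule in whole tumours and the 10 that did in non-immune unnamed cells, 3 of them in both, were called in all of their 320 values. Those that met it in macrophage/monocyte-like cells lost their call in 58 of 160 values, in neutrophil-like cells in 45 of 152 and in T-like cells in 20 of 96, and none changed direction.

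The 6 tumours can be split 3 against 3 in 10 ways, so chance cannot be excluded by such splits at 0.05. As many calls as the real split were given by 1 of 10 splits, the real one alone, for genes in whole tumours, non-immune unnamed, macrophage/monocyte-like, neutrophil-like and T-like cells, for gene sets and for the cytokine list. In fibroblast-like cells, where the real split gave 0 under edgeR (978 at an unadjusted p below 0.05, 114 under DESeq2), it was 10 of 10. The other splits gave at most 1 gene in any of these sums, but 1 to 6 gene sets.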

Other observations

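The tests chosen after the result was seen were those of macrophage and B cell RNA for MHC class II, of a mislabelled or mixed tumour, of male cells, of clonal expansion and of cells of the implanted lines. The Xist gene and the T cell receptor segments were also chosen after their values had been seen.

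MHC class II genes in the non-immune unnamed cells were higher in MM008i. Their median level relative to macrophage/monocyte-like cells was 8.19%, 12.2% and 5.88% in MM008i tumours 1, 2 and 3, while that of macrophage markers was 0.514%, 0.788% and 0.348%. RNA or cells of macrophages bring both alike, but the lowest fold between them was 15.5 in MM008i. The same comparison with the dendritic-like cluster, on markers of dendritic and B cells, gave a lowest fold of 21.0. In MM001i tumours 1, 2 and 3 the MHC class II level was 1.35%, 0.190% and 0.358%. RNA from the macrophage/monocyte-like and dendritic-like cells therefore does not account for the level in MM008i. With the B-like cluster found at a resolution of 2.0 (86 cells over all tumours), the lowest fold between MHC class II genes and B cell markers was 2321, so RNA of B cells does not account for it either. Expression of MHC class II by the non-immune cells of MM008i is a further hypothesis, and a difference between the lines was not tested apart from the tumours.

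Interferon response genes in the non-immune unnamed cells of MM001i tumour 1 stood apart from those of the other MM001i tumours. Of 24 genes, 21 were above both other MM001i tumours and 16 were below all MM008i tumours. Gbp2 stood at 483 CPM against 92.2 and 85.5 CPM in MM001i tumours 2 and 3. Other genes shifted too. Over 4876 genes that differed between MM008i and MM001i tumours 2 and 3, this tumour lay at a median of 0.233 of the way to MM008i on a log2 scale, with 81.2% of them nearer MM001i. The same measure for each of the other 5 tumours, left out in turn, was -0.0927 to 0.0860 of the way to the other line. The interferon genes of this tumour lay at 0.550. Those of the other 5 tumours spread more widely than the line genes, from -0.577 in MM001i tumour 3 to 0.331 in MM008i tumour 3. Macrophage RNA accounted for a median of 1.63% of the rise. A mislabelled or mixed tumour was weighed on 12 genes off in MM001i tumours 2 and 3 and on in MM008i. They stood at a median of 5.79% of the MM008i level in this tumour (10th to 90th percentile 1.60% to 12.6%), while the interferon genes were 34.5% of the way on a linear scale. A tumour of the other line, or a mixture that alone explains the interferon genes, is excluded by this, but a small mixture is not. This tumour also had the highest immune share of MM001i, at 53.3%. An interferon response to the immune cells is a hypothesis that was not tested, and the cause of the wider shift was not tested.

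Macrophages without Xist were frequent in MM001i tumour 1. A UMI of Xist was found in 39.1% (95% Wilson interval 37.6 to 40.6, covering counting error only) of 3873 macrophage/monocyte-like cells, against 93.7% and 94.8% in MM001i tumours 2 and 3 and 96.1%, 96.1% and 73.8% in the MM008i tumours. Depth did not account for this, since at 5000 UMIs per cell the share was 35.5% against 68.6% to 91.3% in the others, with 311 cells of this tumour and 102 to 226 of each other tumour left out for lower depth. In the non-immune unnamed cells, the background, a UMI of Xist was found in 0.877% to 4.04% of cells, at median depths of 2906 to 17027 UMIs. In T-like cells of MM001i tumour 1 the share was 14.1%, against 85.5% to 91.7% in the others, and 10.6% against 60.4% to 71.1% at 2000 UMIs per cell. The share was also lower in MM001i tumour 1 than in each other tumour in dendritic-like (32.9% against 67.6% to 85.1%), NK-like (33.3% against 62.0% to 71.7%), endothelial-like (42.6% against 64.8% to 76.0%), fibroblast-like (55.6% against 77.03% to 87.58%) and neutrophil-like cells (7.43% against 15.5% to 22.7%), without thinning. The pattern thus covers all named classes, while the tests that follow cover macrophages alone. The unnamed immune cells, at median depths of 929 to 1167 UMIs, did not show it. A UMI of Xist was found in 14.3% of them in MM001i tumour 1, against 13.4% to 26.8% in the others. Their Xist level was 480 CPM against 436 to 788 CPM. Male cells are excluded by 4 Y-linked genes, which summed to 0.282 CPM in the macrophages without Xist. Cells of the tumour line counted as macrophages are excluded by 10 genes of the line, at a median of 0.733% of their non-immune level. With loss of an X chromosome, genes that escape X inactivation fall. The 4 tested had a ratio of 0.817 between macrophages without and with Xist, as the loss may give, although Ddx3x alone had 0.996. The total of X-linked genes had 1.00, which the test counted toward the loss. The ratio of the 4 genes was 0.789 in MM008i tumour 3, the other tumour with many such cells (402). In the 4 tumours with few such cells it was 0.822 to 1.08. The lowest of these is near 0.817, so the support is weak. No other biological explanation was tested.

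A T cell receptor segment, Trbv26, was found in 28.4% (95% Wilson interval 25.8 to 31.1) of the 1105 T-like cells of MM001i tumour 1, and in 0.715% to 1.51% of those of the other tumours. Free RNA would also reach macrophages, but 0 of the 3873 macrophage/monocyte-like cells of the tumour had a UMI of Trbv26, or 0% by that test. Clonal expansion would join the segment to few alpha chains. Trav8-2 was found in 36.9% (interval 31.8 to 42.4) of the T-like cells with Trbv26 and 12.4% (10.3 to 14.9) of those without, and Trav14-3 in 31.5% and 12.0%. Both alpha segments were picked because they lead the same sub-cluster as Trbv26, so this comparison decides nothing. Clonal expansion and other sources cannot be told apart here, reads may be shared between near-identical segments, and receptor sequences were not analysed here. In MM008i tumours 2 and 3, Trbv17 was found in 15.2% and 14.5% of T-like cells. No other biological explanation was tested.

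The non-immune unnamed cells were low in Trp53 and in Xist in all 6 tumours. For Trp53 this holds against the named classes other than neutrophil-like cells. Those had 8.49 to 33.9 CPM per tumour, on few UMIs, against 11.6 to 15.7 CPM in the non-immune unnamed cells. In every tumour the lowest named class had at least 18.3 times the Xist CPM of these cells. Cells of the implanted lines may share both features. The genotype p53fl/- given for every tumour bears on Trp53 alone, and why Xist was low was not tested. The sequence of the Trp53 locus was not analysed here, so these cells were not shown to be cells of the lines.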
